# Metabolism of eriocitrin in the gut and its regulation on gut microbiota in mice

**DOI:** 10.3389/fmicb.2022.1111200

**Published:** 2023-01-12

**Authors:** Xia Meng, Hongchen Wu, Jiayi Xiong, Yongquan Li, Lin Chen, Qing Gu, Ping Li

**Keywords:** eriocitrin, metabolism, gut microbiota, short-chain fatty acids, dietary intervention

## Abstract

**Introduction:**

Eriocitrin, found in lemon fruit, has shown a wide range of biological properties. Herein, we investigated the intestinal metabolic profile of eriocitrin in colon, and the regulation of dietary intervention of eriocitrin on gut microbiota.

**Methods:**

We performed ultra performance liquid chromatography-electrospray ionization-tandem mass spectrometry (UPLC-ESI-MS/MS), 16S rDNA gene sequencing and gas chromatography-mass (GC-MS) on colon contents from the eriocitrin group (*n*=6), and compared them with control participants (*n*=6).

**Results:**

A total of 136 flavonoids were found in colon contents, including eriocitrin and its six metabolites (eriodictyol, homoeriodictyol, hesperetin, eriodictyol-3′-O-glucoside, hesperetin-7-O-glucoside and eriodictyol-7-O-(6″-O-galloyl) glucoside). Moreover, dietary intervention of eriocitrin significantly alters the beta diversity of the gut microbiota, the probiotics such as *Lachnospiraceae_UCG_006* were significantly enriched, and the production of butyrate, valerate and hexanoate in the colon pool of short-chain fatty acids were significant increased. The spearman’s association analysis performed some intestinal bacteria may be involved in the metabolism of eriocitrin.

**Discussion:**

Collectively, our results preliminarily suggest the metabolism of eriocitrin in the gut, demonstrating alterations of eriocitrin in gut microbiota, which warrants further investigation to determine its potential use in food and biomedical applications.

## 1. Introduction

Eriocitrin is a flavonoid widely existed in citrus fruits such as lemons (Miyake et al., 1997). Previous studies have demonstrated that eriocitrin has obvious lipid-lowering effects on both high-fat and high-cholesterol fed rats (Miyake et al., 2006) and DIO-zebrafish (Hiramitsu et al., 2014). It suppresses muscle atrophy by reducing oxidative stress in the skeletal muscles of mice (Takase et al., 2021). Besides, it can also effectively prevent the occurrence of diseases such as allergies, tumors and cancer *in vivo* (McKay and Blumberg, 2006; Wang et al., 2016).

Evidence is accumulating that the biological activity of eriocitrin is closely related to its metabolites. Pharmacokinetic studies have shown that multiple metabolites of eriocitrin were found in the blood, feces, urine (Li et al., 2019), and various organs (Ferreira et al., 2021) of rats after dietary intervention of eriocitrin, and eriodictyol, hesperetin, and homoeriodictyol have been identified as the main metabolites. Wang et al. (2016) demonstrated that eriocitrin can be metabolized into eriodictyol first, and then undergo phase II metabolism such as glucuronidation, sulfation, and methylation, thereby producing hesperetin, homoeriodictyol, eriodictyol-O-glucuronide, and other compounds (Nielsen et al., 2000; Ávila-Gálvez et al., 2021). Furthermore, an earlier study identified the products of eriocitrin metabolized by intestinal bacteria derived from the human gut *in vitro*, which examined eriocitrin can be metabolized to eriodictyol by gut bacteria such as *Bacteroides*, *Bifidobacterium*, and *Enterobacter* (Miyake et al., 1997). However, there have been few studies on the metabolism of eriocitrin *in vivo* by gut microbiota.

The gut microbiota is a complex biological community, which resides primarily in the colon of the digestive system of humans and mammals (Sekirov et al., 2010). Environment, diet, and age all have an impact on the establishment and stability of gut microbiota (Rinninella et al., 2019). Growing evidence suggests that the occurrence of some diseases, such as obesity (Ley et al., 2005), cancer (Garrett, 2015), and cardiovascular disease (Tang et al., 2017), is related to the imbalance of intestinal microbial.

Flavonoids are known to positively shape gut microbiota composition. Polymethoxyflavonoids (Zeng et al., 2020), hesperetin (Unno et al., 2015), hesperidin (Estruel-Amades et al., 2019), Isoorientin (Yuan et al., 2018), and a variety of extracted dietary flavonoids can change the structure of intestinal microbiota, which is manifested as an increase in beneficial bacteria and a decrease in harmful bacteria (Li et al., 2023). But the effects of eriocitrin dietary interventions on the structure and activity of the gut microbial community *in vivo* has yet to be realized.

The present study focused on the metabolism of eriocitrin in the colon and its regulation on gut microbiota. For this purpose, the eriocitrin metabolites, gut microbiota and short-chain fatty acids in mice colonic contents were analyzed. Afterwards, the spearman correlation analysis between eriocitrin metabolites and intestinal bacteria was performed to explore the role of different intestinal bacteria in the metabolism of eriocitrin *in vivo*.

## 2. Materials and methods

### 2.1. Materials and animals

Six-week-old male Institute of Cancer Research (ICR) mice (*n* = 12) were from Zhejiang Center of Laboratory Animals. The mice were randomly divided into eriocitrin treatment and control group (6 males per group), were maintained under standard conditions (temperature 23 ± 2°C, 12-h light/dark cycle, 50 ± 10% humidity) with free access to food and drinking water for 1 week prior to experiment. Mice in the eriocitrin (Yuanye, Shanghai, and China) group were given eriocitrin by gavage, which was dissolved in 0.9% saline at a dose of 100 mg·kg^−1^·d^−1^. However, the control group mice were given the same dose of 0.9% saline. After 2-weeks of feeding, mice were abrosiaed with CO_2_ asphyxiation after 12 h fasting, and colon faeces of mice were collected and stored at −80°C until later microbial and metabolite analysis. The animal study was reviewed and approved by Zhejiang Center of Laboratory Animals (2022R0005).

### 2.2. Metabolite of flavonoids extraction and analysis

#### 2.2.1. Sample preparation and extraction

Colon contents were removed from −80°C refrigerator and thawed on ice, then vortex for 10 s. Mix 50 mg of sample and 1.2 mL of 70% methanol internal standard extract, scroll for 15 min. Centrifuged (12,000 r/min, 4°C) for 3 min, Then the supernatant was filtered with a microporous filter mem-brane (0.22 μm) and stored in a sample flask for LC–MS/MS test.

#### 2.2.2. Identification of flavonoids

The sample extracts were analyzed using an ultra performance liquid chromatography-electrospray ionization-tandem mass spectrometry (UPLC-ESI-MS/MS) system (UPLC, SHIMADZU Nexera X2; MS, Applied Biosystems 4,500 Q TRAP, US). Chromatographic Separation with an Agilent SB-C18 column (1.8 μm, 2.1 mm * 100 mm) maintained at 40°C and eluted at a flow rate of 0.3 mL/min. The mobile phase was consisted of solvent A (pure water with 0.1% formic acid) / solvent B (acetonitrile with 0.1% formic acid), initially composed of 95:5 (v/v), then linearly decreased mobile phase A to 5:95 in 9 min and held for 1 min, and then increased mobile phase A content to 95:5 for 5 min. The injection volume was 4 μL, and the effluent was alternatively connected to an ESI-triple quadrupole-linearion trap (QTRAP)-MS.

Linear ion trap (LIT) and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP), AB4500 QTRAP UPLC/MS/MS System, equipped with an electrospray ionization (ESI) Turbo Ion-Spray interface, operating in positive and negative ion mode and controlled by Analyst 1.6.3 software (AB Sciex). The ESI source operation parameters were as follows: ion source, turbo spray; source temperature 550°C; ion spray voltage (IS) 5,500 V (positive ion mode)/−4,500 V (negative ion mode); ion source gas I (GSI), gas II(GSII), curtain gas (CUR) were set at 50, 60, and 25.0 psi, respectively; the collision-activated dissociation(CAD) was high. Instrument tuning and mass calibration were performed with 10 and 100 μmol/L polypropylene glycol solutions in QQQ and LIT modes, respectively. QQQ scans were acquired as multiple reaction monitoring (MRM) experiments with collision gas (nitrogen) set to medium. Decluttering potential (DP) and collision energy (CE) for individual MRM transitions was done with further DP and CE optimization. A specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period (Chen et al., 2013).

### 2.3. DNA extraction and 16S rDNA sequencing of colon contents from mice

DNA from samples of colon contents was extracted using CTAB according to manufacturer’s instructions. The total DNA was eluted in 50 μL of Elution buffer and storedat −80°C until measurement in the PCR by LC-Bio Tech Co., Ltd. (Zhejian, China).

Samples were sequenced on an Illumina NovaSeq platform, and Paired-end reads were merged using FLASH. Quality filtering on the raw reads was performed under specific filtering conditions to obtain high-quality clean tags according to fqtrim (v0.94). Chimeric sequences were filtered using Vsearch software (v2.3.4). After dereplication using divisive amplicon denoising algorithm (DADA2), we obtained the feature table and feature sequence (Callahan et al., 2016).

### 2.4. Colon contents short chain fatty acids (SCFAs) analysis

The colon content samples (0.1 g) were mixed with 0.5 mL of water, 200 μL of 50% sulfuric acid, 50 μL of cyclohexanone and 1 mL of ether and homogenized for 1 min. Centrifuged (12,000 r/min, 4°C) for 3 min to get the supernatant. SCFA profiles were measured by gas chromatography–mass spectroscopy (GC–MS QP2010-Ultra, Shimadzu, Kyoto, Japan) equipped with an Agilent DB-WAX column (30 m*0.25 mm*0.25 μm) at a flow rate of 1 mL/min, and cyclohexanone was used as the internal standard. The injection port, column, and detector were maintained, respectively, at 220, 230, and 220°C, and the temperature elution ramp was: 60°C for 1 min initially, then shifted to 210°C for 3 min.

### 2.5. Data handling and statistical analysis

Six biological replicates were performed in each experiment. The principal component analysis (PCA) of flavonoid metabolites were carried out using R (Thévenot et al., 2015). Alpha diversity and beta diversity were calculated by QIIME2 (Bolyen et al., 2019). Datas were analyzed using GraphPad Prism8, and expressed as means ± SD. The significant difference among groups was tested using student test. Differences were considered significant at *p* < 0.05.

## 3. Results

### 3.1. Identification of flavonoid metabolites in colon content

Comparing the body weight, liver and spleen index of the mice in the eriocitrin group and the control group, no observed difference was found between the groups (*p* > 0.05; Supplementary Table S1). Indicating that 100 mg·kg^−1^·d^−1^ eriocitrin in diet had no appreciable toxic effect on mice.

To explore eriocitrin metabolites in mice colon, flavonoid metabolites in mice colon contents were identified by UPLC-ESI-MS/MS. A total of 136 flavonoids were identified by widely targeted metabolomics (Supplementary Table S2). Among them, we found eriocitrin and its six flavonoid metabolites, including eriodictyol, hesperetin, homoeriodictyol, eriodictyol-3′-O-glucoside, hesperetin-7-O-glucoside, and eriodictyol-7-O-(6″-O-galloyl) glucoside (Table 1). A number of unexpected flavonoids were detected, most likely because there were many dietary flavonoid residues in the mice.

**Table 1:** Eriocitrin metabolites in mice colonic contents.

Compounds	RT (min)	Q1 (Da)	Q3 (Da)	Formula
Eriocitrin	3.58	595.17	287.06	C_27_H_32_O_15_
Eriodictyol	5.03	287.06	135.00	C_15_H_12_O_6_
Eriodictyol-3′-O-glucoside	4.27	449.11	287.06	C_21_H_22_O_11_
Hesperetin-7-O-glucoside	4.33	465.14	303.09	C_22_H_24_O_11_
Hesperetin	5.63	303.09	177.05	C_16_H_14_O_6_
Homoeriodictyol	5.55	303.09	153.02	C_16_H_14_O_6_
Eriodictyol-7-O-(6″-O-galloyl)glucoside	4.09	601.12	439.09	C_28_H_26_O_15_

Q1 (Da): the molecular weight of the parent ion after adding ions by the electrospray ion source; Q3 (Da): tolecular weight of characteristic fragment ions.

All flavonoid metabolites of the samples are shown as a heatmap after homogenization (Figure 1A), by clustering all flavonoid metabolites, nearly two-thirds of the flavonoid metabolites content in eriocitrin group was higher than those in control group. PCA reflects the characteristics of metabolomics multidimensional data through several principal components. In this study, the PCA results showed that between-group samples are clearly separated, and the repeated samples were compactly gathered together (Figure 1B). In conclusion, the contents of flavonoid metabolites in the eriocitrin group and the control group were significantly different, and the experiment was reproducible and reliable.

**Figure 1:**
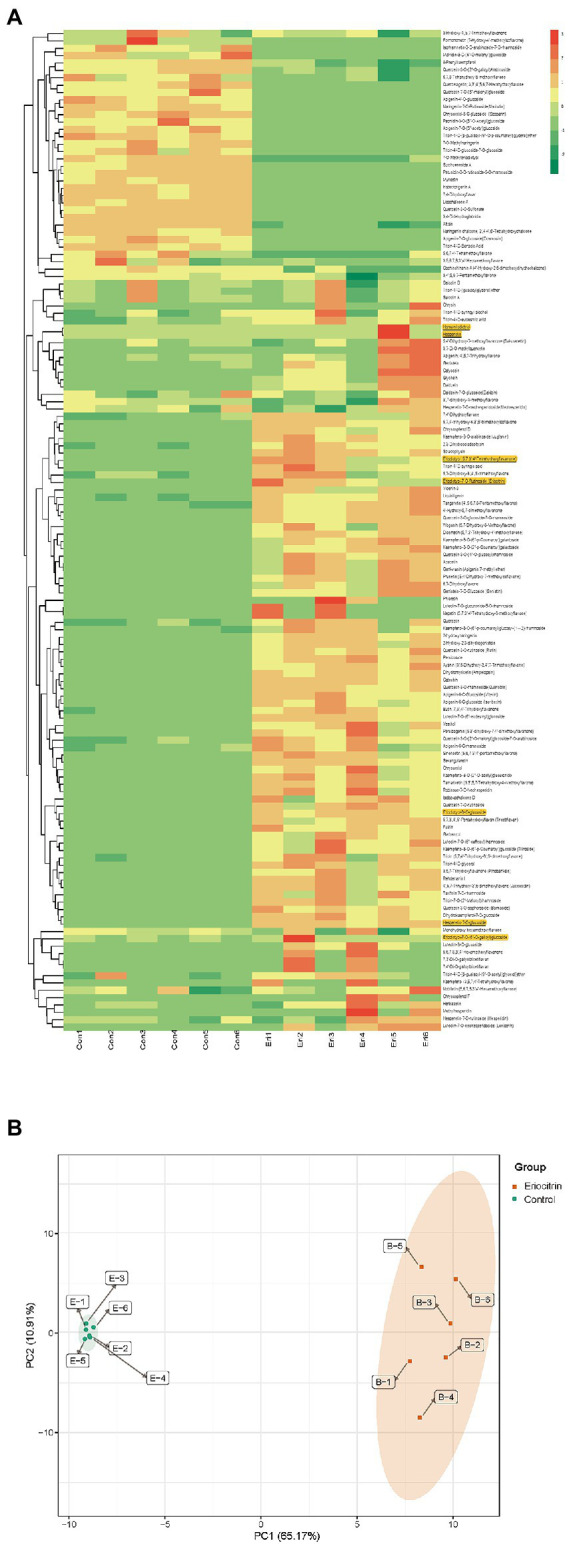
Differential flavonoid metabolite analysis on the basis of clustering heatmap and principal component analysis (PCA). **(A)** Clustering heatmap of all flavonoid metabolite, the metabolite content data was normalized by maximum difference normalization method. Each sample is visualized by a separate column and each metabolite is represented by a separate row, up-regulated and down-regulated metabolites are expressed in shades of red and green, respectively. **(B)** PCA score plot. Eir, eriocitrin; Con, control.

### 3.2. Differential metabolite analysis.

Further finding out the content changes of eriocitrin metabolites by differential metabolite analysis. Differential metabolites were screened by fold change (FC), variable importance in projection (VIP) and *p*-value, when metabolites satisfy FC ≥ 2 or ≤ 0.5, VIP ≥ 1 and *p* < 0.05, they are considered to be differential metabolites. There were 86 differential flavonoid metabolites between the two groups (Supplementary Table S3), 61 metabolites were up-regulated and 25 were down-regulated compared to control group (Figure 2). Among them, the contents of eriocitrin, eriodictyol, eriodictyol-3′-O-glucoside and hesperetin-7-O-glucoside were up-regulated, while hesperetin, homoeriodictyol and eriodictyol-7-O-(6″-O-galloyl) glucoside did not change significantly. However, the FC values also indicated that the content of hesperetin, homoeriodictyol and eriodictyol-7-O-(6″-O-galloyl) glucoside in the eriocitrin group was higher than that in the control group.

**Figure 2:**
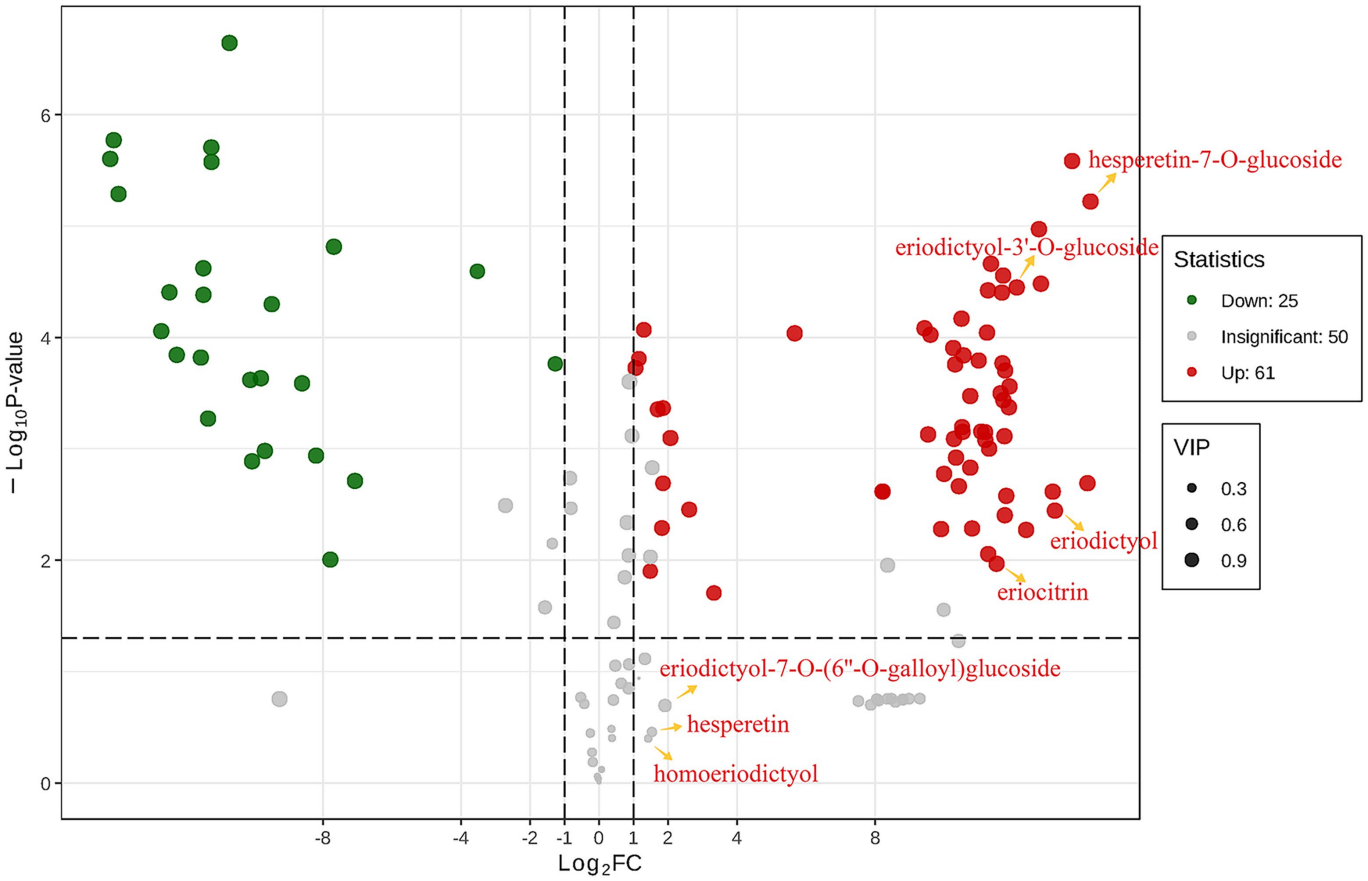
Differential metabolites analyses for control group vs. eriocitrin group by criteria set at FC ≥ 2 or ≤ 0.5, VIP ≥ 1 and *p* < 0.05. each point in the figure represents a metabolite, where red and green points represent up-regulated and down-regulated differential metabolites, respectively, and gray points represent metabolites that were detected but not significantly different. The abscissa represents the logarithm of the relative content difference of a metabolite in the two groups of samples (log_2_FC), the ordinate represents the significance level of the difference (−log10P-value), and the size of the dot represents the VIP value.

### 3.3. Effects of eriocitrin on gut microbiato in mice

To investigate the changes to the mice gut microbiota generated by dietary eriocitrin intervention, 16 s rDNA sequencing of colonic contents of six mice randomly selected from each group. 

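Colon contents of 6 eriocitrin mice and 6 control mice were sequenced as 1 library per mouse. The eriocitrin mice had received eriocitrin by gavage at 100 mg per kg per day for 2 weeks, and the control mice had received saline. All were male ICR mice, an outbred laboratory stock, and were 6 weeks old before the experiment. The V3-V4 part of the bacterial ribosomal RNA gene was amplified and sequenced from both ends. The authors merged the read pairs with FLASH, filtered them by quality with fqtrim, removed chimeras with Vsearch and resolved the remaining tags with DADA2 into amplicon sequence variants (ASVs), each of which is 1 distinct sequence. Their deposited table holds whole-number read counts of 3038 ASVs, which carry codes and are not paired with taxa in the files used here, so the values here are per ASV and not per phylum, genus or species. No ASV has a count of 1 in any library.
The libraries of the eriocitrin group held 44546 to 56939 reads in ASVs (median 50158.5), and those of the control group held 44054 to 61008 (median 50976). The mean depth differed between the groups by -348 reads (eriocitrin minus control, exact two-sided permutation test, p = 0.874, n = 6 mice per group). These reads were 72.8% to 82.4% of the tags of an eriocitrin library and 69.3% to 83.6% of those of a control library. With an ASV at 0 reads, a share of up to 0.00492% in the deepest library and 0.00681% in the shallowest is possible (3 reads of the total). This limit covers counting error only, since PCR reads are not independent molecules. It also takes a 0 as no read, and since no count of 1 occurs, a 0 may stand for 1 read and the limit then be higher. Diversity indices were computed by the authors with QIIME2, and their values fit libraries thinned to 44054 reads, the smallest total. From the counts, distances between mice were computed here on relative abundances, and single ASVs were tested with edgeR on the counts as deposited.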

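The colon contents of an eriocitrin mouse held 502 ± 87.6 ASVs (SD, n = 6) and those of a control mouse held 603 ± 232 (SD, n = 6). The eriocitrin mice lay between 348 and 606 ASVs. The control mice lay further apart, 3 of them at 397, 406 and 409 and the other 3 at 679, 797 and 930. The difference of the means was -101 ASVs (exact two-sided permutation test, p = 0.355). In size it was below the SD of the control mice and above that of the eriocitrin mice. Chao1, which adds an estimate of unseen ASVs from those seen once, was 504 ± 89.0 (SD, n = 6) in the eriocitrin group and 606 ± 235 (SD, n = 6) in the control group (same exact test, p = 0.351). Since the counts hold no ASV seen once in a library, Chao1 rests here on ASVs brought to 1 read by thinning, equals the number of ASVs when computed from the counts, and is not a separate measure of richness. The Simpson index, which is highest where reads are spread evenly over many ASVs, was 0.897 ± 0.0481 (SD, n = 6) with eriocitrin and 0.916 ± 0.0846 (SD, n = 6) without (same exact test, p = 0.636). The Shannon index was 5.65 ± 0.698 bits (SD, n = 6) with eriocitrin and 6.29 ± 1.18 bits (SD, n = 6) in the control group (same exact test, p = 0.268). After Benjamini-Hochberg adjustment over the 4 indices the lowest p was 0.473. The difference in observed ASVs was -62.4 and -35.8 with control replicates 2 and 6 left out, and -142, -141 and -140 with control replicates 1, 4 and 5 left out. In alternatives chosen after seeing the data, it was -199 without the 2 libraries of lowest base quality (share of bases of at least Q30), both of control mice, and -112 when adjusted for that share (exact permutation p = 0.0905 and 0.0671).

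**Figure D1:**
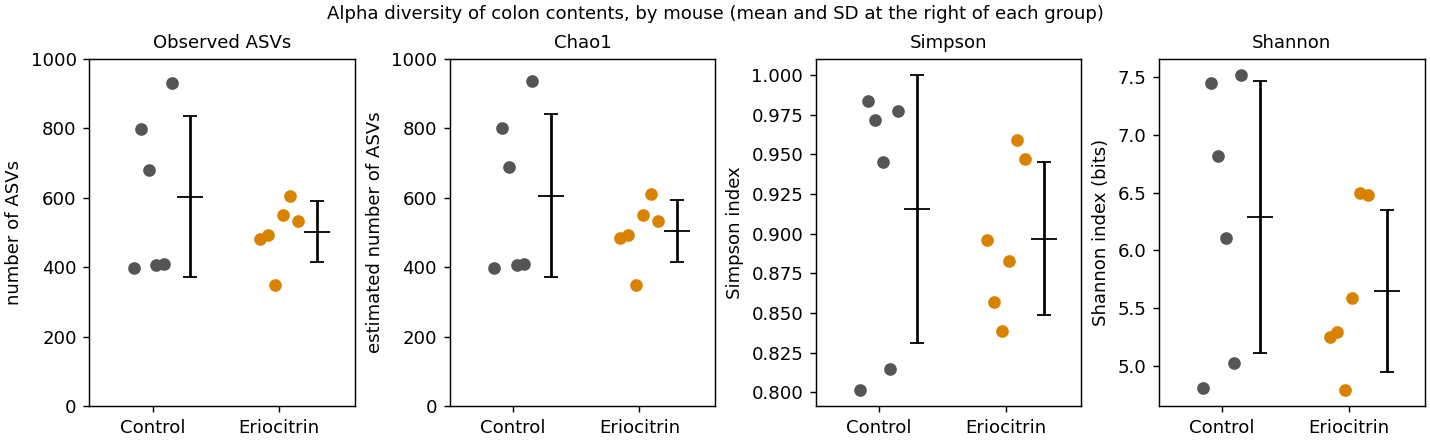
Observed ASVs (number), Chao1 (estimated number), Simpson index and Shannon index (bits) of each of 6 control and 6 eriocitrin mice. Each point is a mouse, the horizontal line is the group mean and the bar is the SD; the control mice span 397 to 930 observed ASVs and the eriocitrin mice 348 to 606.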

Alpha diversity results showed that there were no significant changes in OTU richness, Chao1, Simpson and Shannon indices between the eriocitrin group and the control group (*p* > 0.05; Supplementary Table S4).

Beta diversity was calculated using weighted UniFrac distances (Lozupone et al., 2011). 

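The microbiota of eriocitrin mice and control mice differed in composition. The Bray-Curtis distance, which is 0 for identical and 1 for entirely different relative abundances, was 0.514 ± 0.101 (SD) over the 36 pairs of mice from different groups. It was 0.391 ± 0.0845 (SD) over the 15 pairs of eriocitrin mice and 0.496 ± 0.0894 (SD) over the 15 pairs of control mice. For every eriocitrin mouse the nearest other mouse was also an eriocitrin mouse, and for 5 of the 6 control mice it was a control mouse. Control replicate 6 was nearest to an eriocitrin mouse. ANOSIM, which compares the ranks of distances between and within groups, gave R = 0.378 (exact test over all splits of the mice into groups of 6, p = 0.00433). Of the summed squared distances, a share of 0.228 lay between the groups (R2, same exact test, p = 0.00433). With the Jaccard distance, which takes presence or absence of an ASV and no abundance, R was 0.435 (exact p = 0.00216, the smallest that these splits allow). The mean distance of a mouse to the centroid of its group was 0.253 ± 0.0567 (SD, n = 6) in the eriocitrin group and 0.322 ± 0.0524 (SD, n = 6) in the control group (exact permutation test, p = 0.0628). With the Jaccard distance it was 0.465 ± 0.0237 (SD, n = 6) and 0.497 ± 0.0269 (SD, n = 6) (exact permutation test, p = 0.0476), and with the other distances computed the exact p was 0.0628 to 0.387, the highest without the most abundant ASV. Weighted UniFrac, which also weighs how related the sequences are, was not computed here because it needs a tree of the sequences. In the Aitchison distance, which compares log ratios between the ASVs, R was 0.691.

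**Figure D2:**
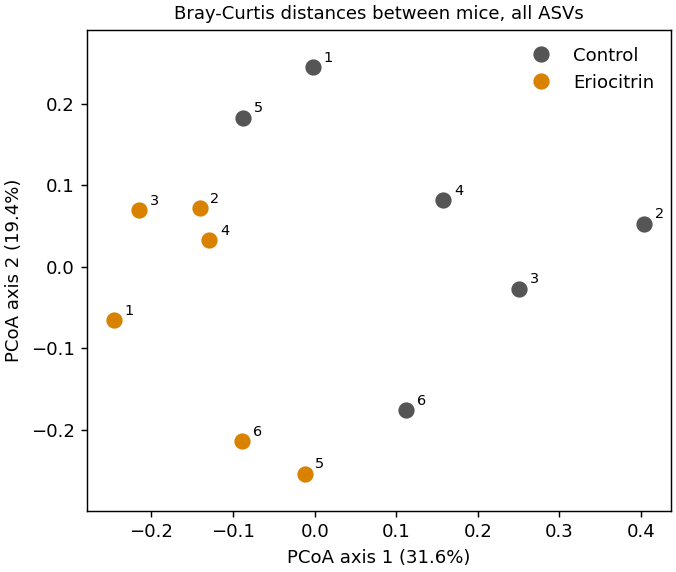
Principal coordinates of the Bray-Curtis distances between the 12 mice on all ASVs, with axis 1 (31.6% of the variation) and axis 2 (19.4%) in units of distance. Each point is a mouse with its replicate number; all 6 eriocitrin mice lie below 0 on axis 1, as do control replicates 1 and 5.

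From the separation of the groups in the PCoA of Fig. 3A, which it reports as significant, the paper concludes that eriocitrin affected the gut microbiota of the mice.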

The principal coordinates analysis (PCOA) of the weighted UniFrac distance performed on the microbial community structure of the eriocitrin group and the control group was significantly separated (Figure 3A), which proved that the eriocitrin had a significant effect on the gut microbiota of mice (*p* < 0.05).

**Figure 3:**
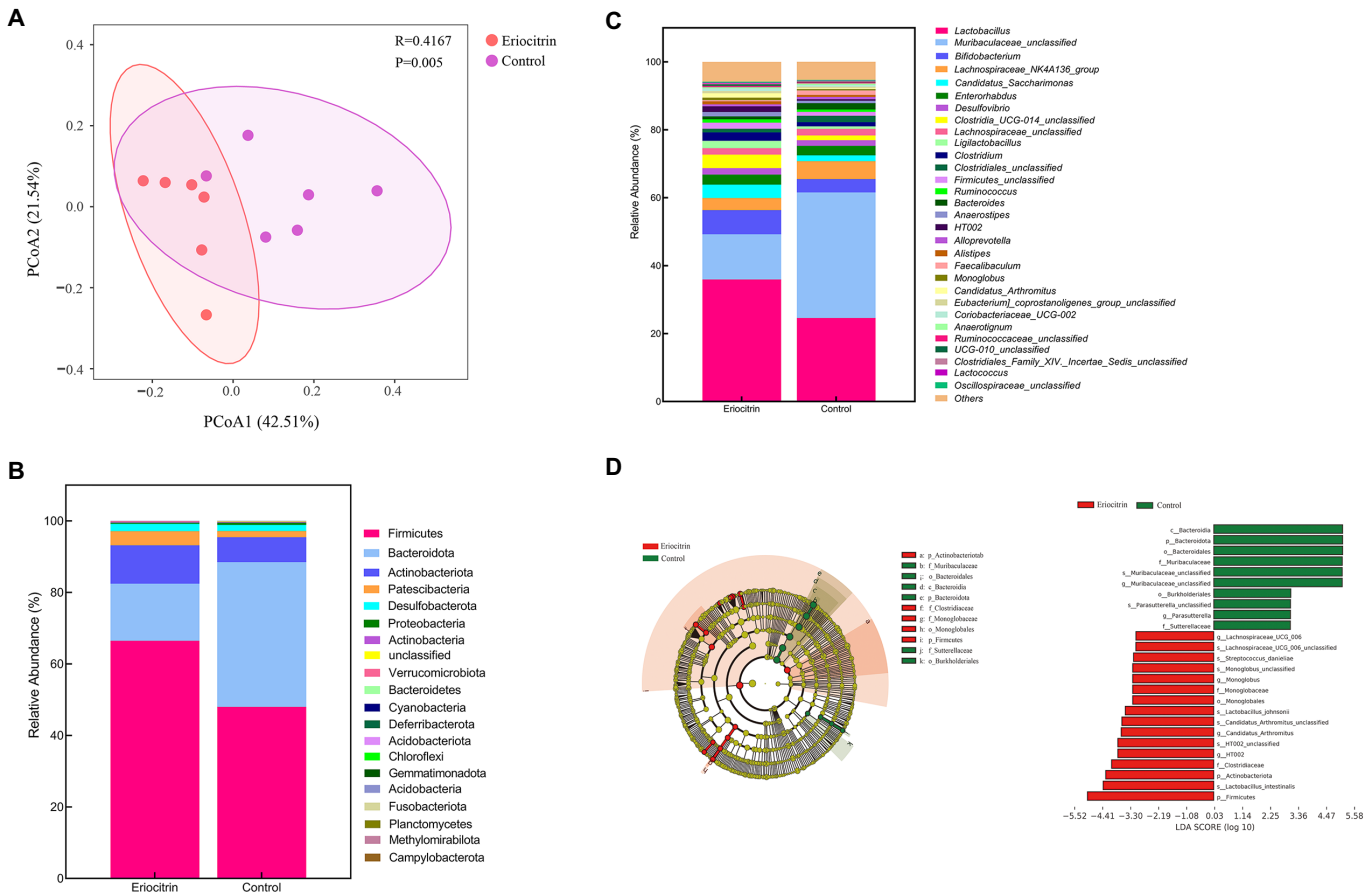
Dietary intervention with eriocitrin significantly alters the gut microbiota in mice. **(A)** Principal coordinates analysis (PCOA) based on UniFrac distance, each point represents a mouse sample. **(B)** Compositional change at the phylum level (*n* = 6). **(C)** Compositional change at the genus level (*n* = 6). **(D)** Gut microbiota genera differentially represented between eriocitrin and control groups (LDA > 3, *p* < 0.05).

We presented the relative abundance of the samples as a stacked bar graph. 

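A single ASV was the most abundant in all 12 mice. It held 28.4% ± 8.38 (SD, n = 6) of the reads in the eriocitrin group and 23.0% ± 16.0 (SD, n = 6) in the control group (exact two-sided permutation test, p = 0.468). Its share was between 17.2% and 37.7% in eriocitrin mice, and it ranged from 7.89% to 43.7% in control mice. The 10 most abundant ASVs together held 51.9% ± 10.4 (SD, n = 6) with eriocitrin and 39.3% ± 16.3 (SD, n = 6) in the control group, a difference within the spread between mice (exact permutation test, p = 0.139). The number of ASVs with at least 0.1% of the reads was 120 ± 23.3 (SD, n = 6) per eriocitrin mouse and 135 ± 26.6 (SD, n = 6) per control mouse (exact permutation test, p = 0.301).
The ASVs that all mice shared were few and abundant. Of the 3038 ASVs, 68 were found in all 12 mice and held 69.1% ± 8.47 (SD, n = 6) of the reads of an eriocitrin mouse and 64.0% ± 13.0 (SD, n = 6) of those of a control mouse (exact permutation test, p = 0.409). Another 2124 ASVs were each found in 1 mouse only and held 4.24% of all reads. After thinning every library to the smallest total, 649 ASVs were found in both groups, 928 in eriocitrin mice only and 1450 in control mice only. Before thinning, ASVs found in 1 mouse only numbered 142 ± 52.9 (SD, n = 6) per eriocitrin mouse and 212 ± 147 (SD, n = 6) per control mouse (exact permutation test, p = 0.303). They numbered 329, 260 and 424 in control replicates 2, 3 and 6, and 77 to 97 in the other control mice. Among ASVs found in at least 2 mice, 82 were found in eriocitrin mice only and 183 in control mice only, a balance that was not tested.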

At the phylum level (Figure 3B; Supplementary Figure S1A), Firmicutes, Bacteroidetes and Actinobacteriota accounted for more than 90% of the total, and compared with the control group, Firmicutes and Actinobacteriota increased in the eriocitrin group, while Bacteroidetes decreased. At the genus level (Figure 3C; Supplementary Figure S1B), the top five dominant genera were *Lactobacillus*, *Muribaculaceae_unclassified*, *Bifidobacterium*, *Lachnospiraceae_NK4A136_group* and *Candidatus_Saccharimonas*. The specific differences in the intestinal bacteria of the two groups of samples are further illustrated by line discriminant analysis effect size (LefSe).

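Among 602 ASVs found in at least 3 mice with at least 20 reads in total, 14 were higher and 30 lower in the eriocitrin group at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 14 higher ASVs together held 6.95% ± 5.55 (SD, n = 6) of the reads of an eriocitrin mouse and 1.40% ± 0.375 (SD, n = 6) of those of a control mouse. The 30 lower ASVs together held 0.920% ± 0.479 (SD, n = 6) with eriocitrin and 6.53% ± 2.72 (SD, n = 6) without. Both sums are over ASVs chosen by the test and are not independent evidence of the difference. Of the higher ASVs 11 had no read in any control mouse, and of the lower ASVs 27 had no read in any eriocitrin mouse. None of these was found in all 6 mice of the other group. Found in 3, 4 or 5 mice of 1 group and in none of the other, an ASV had p = 0.182, 0.0606 or 0.0152 in an exact rank-sum test, unadjusted. Of the 50 most abundant ASVs, 1 was higher, 3 were lower and 46 did not pass the test.
The most abundant of the higher ASVs, eb2d3d6cf2ce45924ad25c5d26970974, held 5.54% ± 5.04 (SD, n = 6) of the reads in the eriocitrin group and 1.38% ± 0.366 (SD, n = 6) in the control group. Its log2 fold change was 2.36 (standard error 0.57, adjusted p = 0.0286 from edgeR), and 5 of the 6 eriocitrin mice had a larger share than every control mouse. In eriocitrin replicate 1 it reached 15.5%, and without that mouse the log2 fold change was 1.61 (adjusted p = 0.0910 from edgeR, in a range of 0.00262 to 0.265 over all alternatives). The next, 37c666af5c0de770f151f995cd46dacf, was found in all 6 eriocitrin mice and in 3 of the 6 control mice, at 0.321% ± 0.386 (SD, n = 6) and 0.0226% ± 0.0259 (SD, n = 6), a log2 fold change of 4.17 (standard error 1.30, adjusted p = 0.0473 from edgeR). Without eriocitrin replicate 1, in which it held 1.09%, the log2 fold change was 3.10 (adjusted p = 0.284 from edgeR, in a range of 0.0148 to 0.284 over all alternatives). The most abundant of the lower ASVs, 8d4c73fc9277a090add2539a3c8a904c, held 0.500% ± 0.228 (SD, n = 6) with eriocitrin and 2.28% ± 1.15 (SD, n = 6) in the control group, a log2 fold change of -2.06 (standard error 0.59, adjusted p = 0.0435 from edgeR). For b9916394a8ac66343f670e4cbd4b17c5, the next lower one, the shares were 0.244% ± 0.178 (SD, n = 6) and 1.35% ± 0.894 (SD, n = 6), a log2 fold change of -2.37 (standard error 0.71, adjusted p = 0.0435 from edgeR). Both of these were found in all 12 mice, and 4 of the 6 eriocitrin mice had a smaller share of each than every control mouse. The GC content of all reads was 52.8% ± 0.266 (SD, n = 6) in the eriocitrin group and 53.8% ± 0.637 (SD, n = 6) in the control group (exact permutation test, p = 0.00866, or 0.0519 after Benjamini-Hochberg adjustment over 6 measures of the libraries).
Most of the 44 calls lay just under the threshold. Beyond the lowest adjusted p from edgeR, at 0.00135, 0.0162 and 0.0286, all others lay at 0.0434 or above. The number of ASVs past the threshold was 1 to 13 without any one of 10 of the mice, 72 without control replicate 5 and 82 without control replicate 6, and each of the 4 named ASVs lost its edgeR call in 5 to 10 of these 12 cases. The number was 0 in exact rank-sum tests and 0 in edgeR with ASVs found in at least 6 mice (78 and 33 at an unadjusted p under 0.05). Both 0 counts were partly set by the design. With 6 mice per group a rank-sum p cannot be under 0.00216, and over 602 ASVs the lowest adjusted rank-sum p was 0.186. The 11 higher and 27 lower ASVs unseen in 1 group were each found in fewer than 6 mice, so the stricter filter left them untested. The 4 named ASVs were tested under that filter and none passed, with adjusted p of 0.0927 to 0.215 from edgeR. The number was 4 (3 higher, 1 lower, with 1 of the 4 named ASVs) with the Q30 share of bases as a covariate, chosen after seeing the data. The split into higher and lower was 12 and 13 with TMM scaling, 10 and 6 with limma on centred log ratios and 15 and 7 with no filter.

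**Figure D3:**
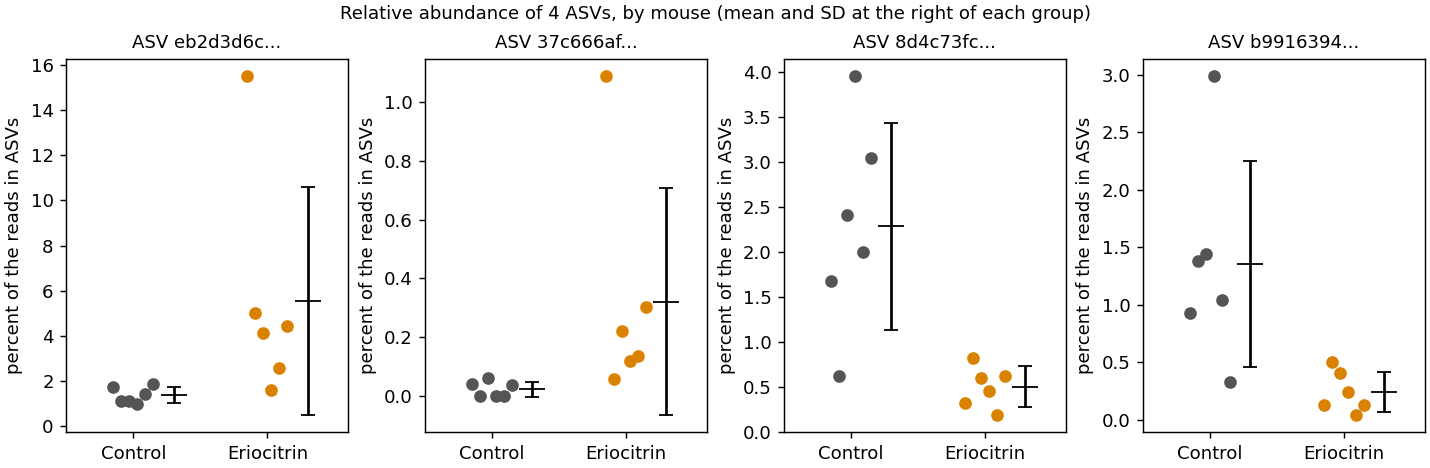
Relative abundance (percent of the reads in ASVs) of 4 ASVs, each panel headed by the start of its code, in each of 6 control and 6 eriocitrin mice. Each point is a mouse, the horizontal line is the group mean and the bar is the SD; eriocitrin replicate 1 has the highest share of both higher ASVs, 15.5% and 1.09%.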

The LefSe analysis highlighted the differences in relative microbial abundance from phylum to species. All characteristic species were detected by Kruskal–Wallis, and the species with significant differences were obtained by detecting the difference in species abundance between different groups, and linear discriminant analysis (LDA) was used to obtain the final differential species with LDA > 3.0 (Figure 3D). Compared with the control group, Firmicutes (*p* = 0.025) and Actinobacteria (*p* = 0.025) were significantly increased, while Bacteroidetes (*p* = 0.004) were significantly decreased in the eriocitrin group. At the genus level, *Muribaculaceae_unclassified* (*p* = 0.004), *Muribaculum* (*p* = 0.037) and *Parasutterella* (*p* = 0.004) decreased significantly, while *Lachnospiraceae_UCG_006* (*p* = 0.007), *Monoglobus* (*p* = 0.025), *Candidatus_Arthromitus* (*p* = 0.016), *Lachnospiraceae_NK4B4_group* (*p* = 0.022), *Anaerofustis* (*p* = 0.049), *Faecalibacterium* (*p* = 0.002), *Gardnerella* (*p* = 0.007), and *HT002* (*p* = 0.007) increased significantly. At the species level, compared with the control group, some beneficial bacteria such as *Lachnospiraceae_UCG_006_unclassified*, *Streptococcus_danieliae*, *Lactobacillus_johnsonii*, *Lactobacillus_intestinalis*, and *Candidatus_Arthromitus_unclassified* increased, which further verified the probiotic function of eriocitrin.

### 3.4. Effects of eriocitrin on the content of SCFAs

Some carbohydrates that are difficult to be catabolized by the small intestine can be hydrolyzed by the gut microbiota to produce SCFAs (Cummings et al., 1987). It is commonly understood that the growth of pathogenic microorganisms could be inhibited by reducing luminal pH with more SCFA productions, eventually increasing the growth and activity of beneficial bacteria (Brownawell et al., 2012). The content of SCFAs in mice colon contents was detected by GC–MS. The results showed that acetate is the predominant SCFA in mice colon, and eriocitrin intervention diet can significantly increase the content of butyrate (*p* = 0.004), valerate (*p* = 0.015) and hexanoate (*p* = 0.002). However, no statistical difference was observed in content of acetate, propanoate and isovalerate between eriocitrin-administered mice and control mice (Figure 4).

**Figure 4:**
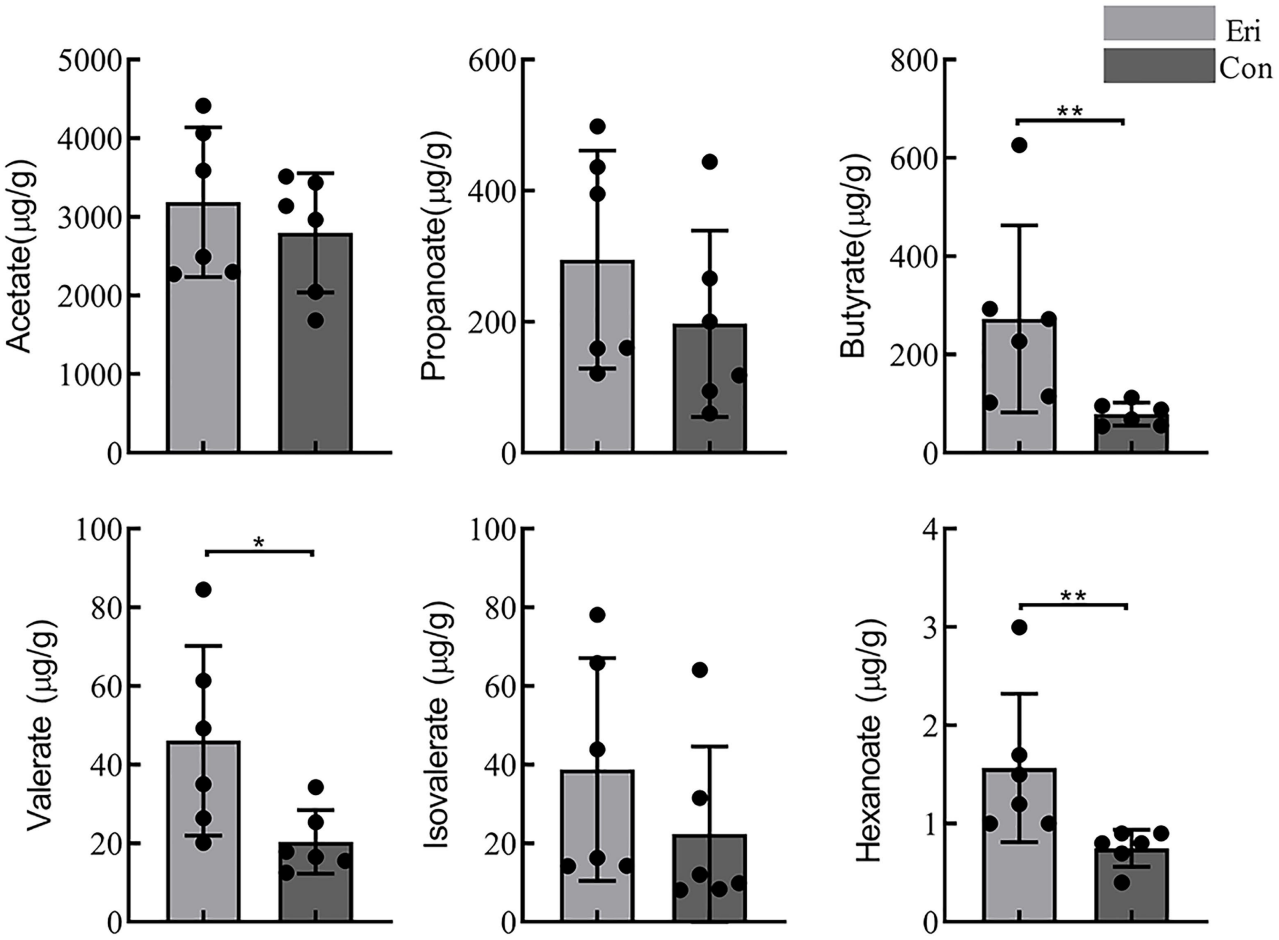
Short chain fatty acids content (SCFAs) in control and eriocitrin-treated mice colons. *p< 0.05, **p< 0.01.

### 3.5. Correlation analysis of gut microbiota and metabolites

Evidence is accumulating that gut microbiota population plays an essential and irreplaceable role in the *in vivo* metabolism of flavonoids, including deglycosylation of C-/O-glycosides, reduction of double bonds and cleavage of C-rings and demethylation of polymethoxyflavones. (Ian, 2018) Flavonoids metabolized by bacteria can be absorbed directly by the colon on one side, and on the other can be involved in blood circulation or excreted through urine (Wang et al., 2021). As with the previous results, we detected eriocitrin and its six metabolites (eriodictyol, homoeriodictyol, hesperetin, eriodictyol-3′-O-glucoside, hesperetin-7-O-glucoside, and eriodictyol-7-O-(6″-O-galloyl) glucoside) in the colon contents of mice. Indicating that eriocitrin can reach the mice colon intact and be metabolized into various metabolites.

In order to clearly identify the role of different gut bacteria in the metabolic of eriocitrin *in vivo*. We performed spearman’s correlation analysis between the eriocitrin metabolites and genus. And substances with spearman’s rank correlation coefficient |*r*| > 0.7 and *p* < 0.05 were selected for analysis. The results showed that *Monoglobus*, *Faecalibacterium*, *Candidatus_Arthromitus*, *Lachnospiraceae_UCG-006*, *Gardnerella*, and *HT002* were significantly positive correlation with most of the eriocitrin metabolites, and *Parasutterella* and *Muribaculaceae_unclassified* significantly negative correlations with them. In addition, hesperetin was positively correlated with *Mucispirillum* and *Eisenbergiella*, and we can also find that homoeriodictyol was positively correlated with *Butyricimonas*, *Ruminococcus* and *Bittarella* (Figure 5A).

**Figure 5:**
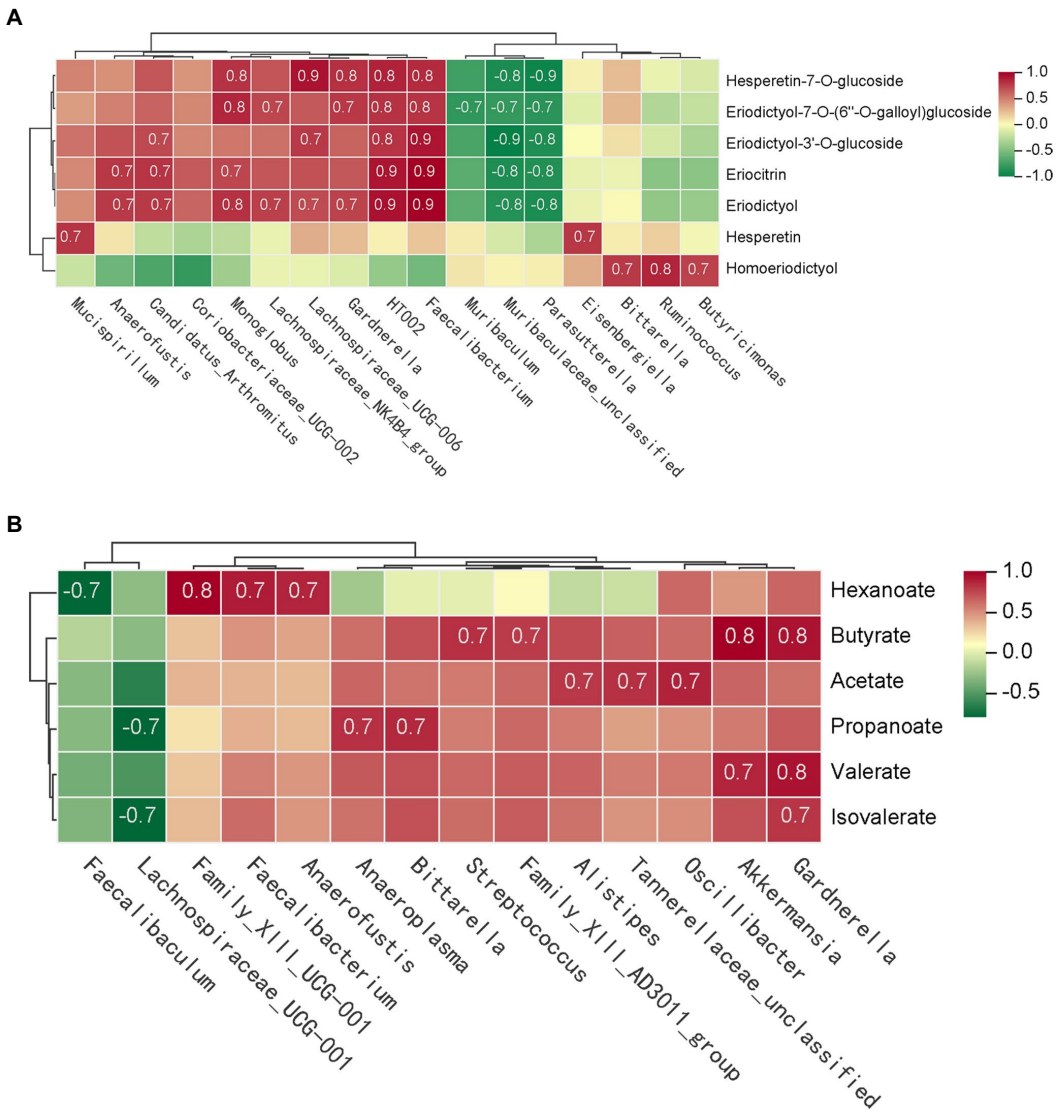
Correlation analysis of gut microbiota and metabolites. The matrices were derived from euclidean distance-based bi-clustering of spearman’s rank correlation matrices. Correlation coefficients in each square represent positive (red) and negative (blue) relationships. Colors are proportional to the absolute value of spearman’s rank correlations. **(A)** Correlation heatmap of gut microbiota and eriocitrin metabolites. **(B)** Heatmap of correlation coefficients between SCFAs production and gut microbiota.

Furthermore, spearman’s correlation analysis was performed to investigate the differences between microbial and SCFAs production (Figure 5B). Both butyrate and valerate were positively correlated with *Gardnerella* and *Akkermansia*, and hexanoate was positively correlated with *Anaerostipes*, *Faecalibacterium* and *Family_XIII_UCG-001*. Our study also found that acetate is closely related to several bacterial, such as *Oscillibacter*, *Alistipes* and *Tannerellaceae_unclassified*. However, almost six SCFAs were negatively correlated with *Lachnospiraceae_UCG-001* and *Faecalibaculum*.

## 4. Discussion

Several studies are currently being conducted to investigate the *in vivo* metabolism of eriocitrin, with the majority of them focusing on its metabolites in urine, blood, kidneys, liver and other organs. Nevertheless, few studies have been carried out on the rich intestinal metabolism of gut microbiota in the colon. The intestinal microbiota is a giant and complicated collection, and some gut bacteria have exhibited the ability to metabolize flavonoids, such as *Bifidobacterium*, *Bacteroides*, *Propionibacterium*, *Lactobacillus*, *Clostridium*, and *Eubacterium* (Miyake et al., 1997; Selma et al., 2009; Pereira-Caro et al., 2018). We detected a total of 136 flavonoids in the colonic contents of mice, of which 87 metabolites were significantly different, among these metabolites, we found eriocitrin and its six metabolites (eriodictyol, homoeriodictyol, hesperetin, Eriodictyol-3′-O-glucoside, Hesperetin-7-O-glucoside and Eriodictyol-7-O-(6″-O-galloyl) glucoside), which was higher in the eriocitrin group than that in the control group. A number of unexpected flavonoids were detected, most likely because there were many dietary flavonoid residues in the mice, and at the same time they were metabolized and partially absorbed.

Flavonoids hydrolyzed and metabolized by intestinal bacteria have a simpler structure, a lower molecular weight, and are easier to absorb by the body, allowing them to perform their functions more effectively (Blaut et al., 2003). Some flavanone catabolites, have been proven to have greater biological activity than the precursor flavanones (Kay et al., 2017; Murota et al., 2018). Taking antioxidant capacity as an example, in our experiment, eriodictyol and hesperetin were detected as eriocitrin metabolites, and studies have shown that their anti-lipid peroxidation capacity is significantly better than that of eriocitrin (Miyake et al., 1997, 2000).

Our results indicated that eriocitrin-inthatvention diet alters the beta diversity of the gut microbiota in mice. At the phylum level, the relative abundance of Firmicutes and Actinobacteriota in mice gut was significantly higher in the eriocitrin treatment group, while Bacteroidetes were significantly reduced. The specific differences between the two groups of samples were then analyzed by LefSe, and it was found that eriocitrin could significantly reduce the abundance of *Muribaculaceae_unclassifie* and *Parasutterella*, and significantly increase the abundance of *Lachnospiraceae_UCG_006*, *Monoglobus*, *Candidatus_Arthromitu*, *Lachnospiraceae_NK4B4_group*, *Anaerofustis*, *Faecalibacterium*, *Gardnerella*, and *HT002*. Several studies demonstrated that *Parasutterella* is not only related to systemic metabolic abnormalities in rats (Henneke et al., 2022), but also positively related to the occurrence of irritable bowel syndrome (Chen et al., 2018). A recent study found that *Parasutterella* may also be closely related to obesity (Henneke et al., 2022). *Lachnospiraceae UCG-006* is the most typical member of the family Lachnospiraceae, which are reputed to be SCFAs-producing bacteria (Flint et al., 2012). Noteworthy, momordica charantia fruit dramatically promoted the abundance of *Lachnospiraceae UCG-006*, and its blood lipid-lowering effect can be exerted (Zhang et al., 2020). A previous report showed that *Lachnospiraceae_UCG_006* is also associated with the treatment of lung cancer (Chen et al., 2022). All these evidences indirectly prove that the structural stability of gut microbiota can be improved by dietary intervention of eriocitrin.

SCFAs, derived from bacteria-dependent hydrolysis of fibers, and are the major components in regulating gut health (Tan et al., 2014). This study showed that eriocitrin can increase the content of all SCFAs in the colon of mice, butyrate, valerate and hexanoate had the most amplification among SCFAs. Butyrate plays an important role in maintaining intestinal barrier stability (Leonel and Alvarez-Leite, 2012), and it can also prevent and treat diet-induced obesity (Gao et al., 2009). Valerate lowers arterial blood pressure in rats (Onyszkiewicz et al., 2020). In addition, through correlation analysis, we found that bacteria such as *Gardnerella*, *Akkermansia*, *Absiella*, *Oscillibacter*, and *Ruminococcus* are associated with the production of SCFAs, which is consistent with previous research (Li et al., 2022). Spearman’s correlation analysis of differential microbiota and metabolites was carried out, and it was found that intestinal microbiota was closely related to eriocitrin metabolites and SCFAs. Therefore, we envision a circular causal diagram to explain the complex relationship between gut microbiota and eriocitrin metabolic homeostasis (Figure 6). Specifically, part of the eriocitrin reached the mice colon intact through the digestive tract. Eriocitrin undergoes processes such as demethylation and glucoglycation under the action of the intestinal flora and is catabolized into metabolites such as eriodictyol, hesperetin and homoeriodictyol, which may be related to the action of enzymes produced by some intestinal bacteria (Pereira-Caro et al., 2018). Correspondingly, the intestinal microecology is altered under the action of eriocitrin, on the one hand, the proportion of some bacteria associated with the metabolism of eriocitrin such as *Monoglobus*, *Faecalibacterium*, *Candidatus_Arthromitus*, and *Lachnospiraceae_UCG-006* increases, on the other hand, changes in the ratio of *Oscillibacter*, *Gardnerella*, *Akkermansia*, *Absiella*, and *Ruminococcus* promote the production of SCFAs. However, further microbiota transplantation experiments are needed to confirm the specific necessary correlation.

**Figure 6:**
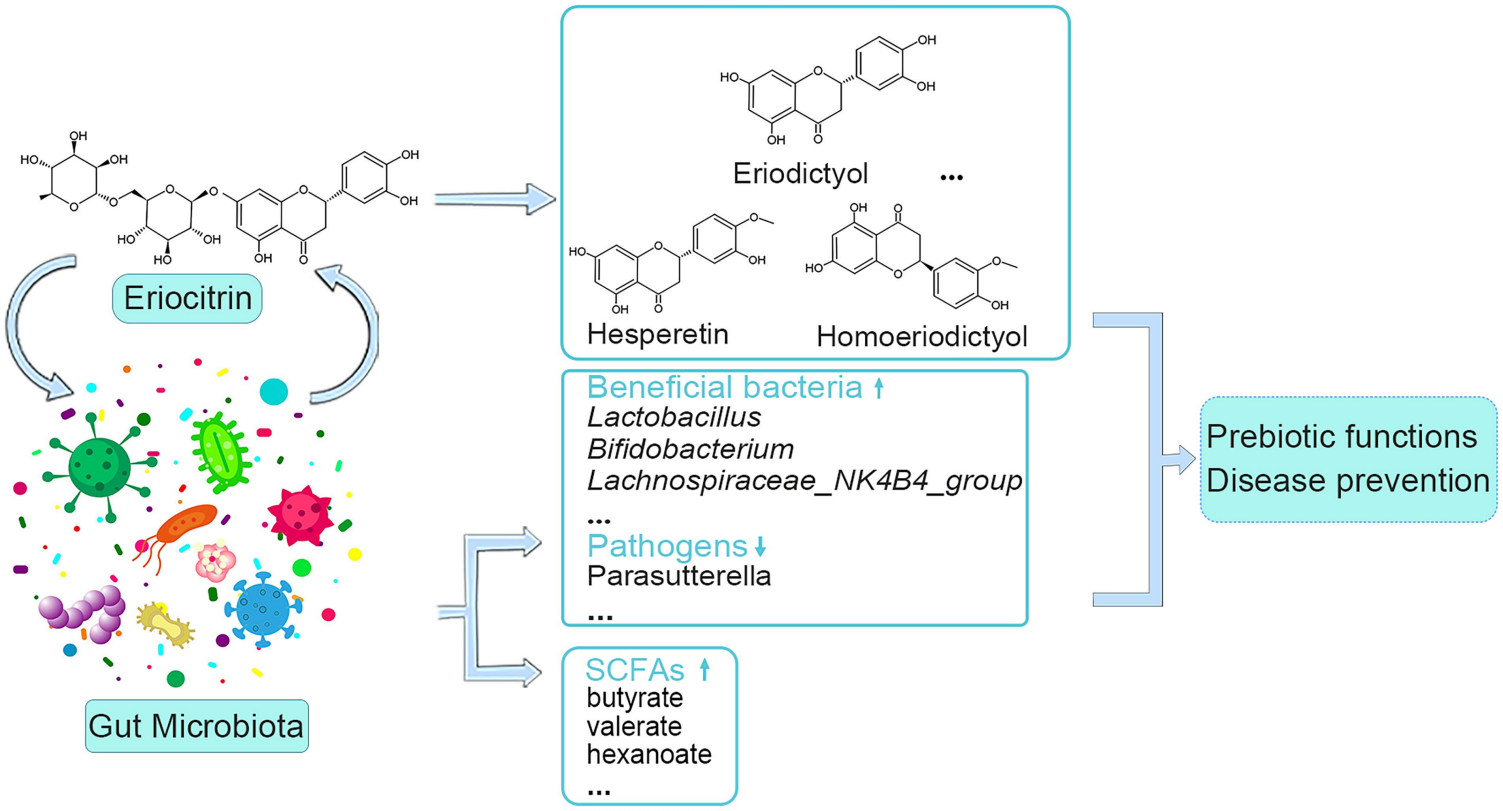
Schematic of interactions between eriocitrin and the gut microbiota.

In conclusion, dietary intervention with eriocitrin alters flavonoid metabolites in the colon contents of mice, while also altering the structure of the gut microbiota, increasing the content of SCFAs, and association analysis was used to further demonstrate the interaction between eriocitrin and gut microbiota. However, this experiment also has certain limitations. Due to the interference of mice feed, the types of flavonoids identified are messy. In addition, the accurate determination of the metabolites of eriocitrin and its targeting function in the intestinal merit further investigation and verification. Our experiments provide valuable insights into eriocitrin research and application.

## Data availability statement

The data presented in the study are deposited in the NCBI’s Sequence Read Archive (SRA) repository, accession number GSE218729.

## Ethic statement

The animal study was reviewed and approved by Zhejiang Center of Laboratory Animals.

## Author contributions

PL and QG: conceptualization and supervision. XM and HW: methodology, investigation, and data curation. XM: writing-original draft preparation. JX, YL, and LC: writing-review and editing. PL: funding acquisition. All authors contributed to the article and approved the submitted version.

## Funding

This project was funded by National Natural Science Foundation of China (1110KZ0119614) and National Key Research and Development Program of China (2017YFE0122300).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

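The deposited data cover the gut microbiota of 12 mice, 6 given eriocitrin and 6 given saline, with 1 library of amplified ribosomal DNA from the colon contents of each mouse. Flavonoid and short chain fatty acid measurements were not analysed here.

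The authors merged paired NovaSeq reads with FLASH, filtered them with fqtrim, removed chimeras with Vsearch and made ASVs with DADA2. The versions of DADA2 and QIIME2 and the taxonomy database are not given in the sources used here. The deposited ASV table holds raw read counts, with 3038 ASVs and no normalization. No count of 1 occurs in it, so ASVs seen once in a library are absent. The alpha diversity table holds a score per library for each index (observed ASVs, Chao1, Simpson, Shannon and Pielou evenness), computed by the authors with QIIME2. The authors also give Good's coverage as a fraction of reads. In all 12 libraries, 1 minus this coverage, multiplied by 44054, is a whole number of singletons to within 0.001, and multiplied by the library's own total it is so in 3. The indices were therefore taken as made after thinning to 44054 reads. Deposited library statistics hold counts of tags, and percent values for the bases of at least Q20 and Q30 quality and for GC content. Raw and valid tags are equal in every library.

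ASVs carry codes only and no file used here pairs them with taxa. Tests of genera, phyla, the taxa named in the paper and lists of taxa had been planned and were therefore not run. Weighted UniFrac was not computed for want of a tree. Mice were taken as replicates, grouped by the sample labels and the paper.

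Alpha diversity was compared with exact two-sided permutation tests of the difference of means over the 924 assignments of 6 of 12 mice, with Benjamini-Hochberg adjustment over 4 indices. Bray-Curtis distances on relative abundances of all ASVs were compared with ANOSIM R and PERMANOVA R2 over the 462 distinct splits, so that the smallest exact p is 0.00216. Single ASVs were tested with edgeR 4.0.16 (TMMwsp scaling, robust quasi-likelihood F test) in R 4.3.3 at an adjusted p under 0.05, with library sizes taken over all ASVs. ASVs had to be found in at least 3 libraries with at least 20 reads in total. This kept 602 ASVs with 85.6% to 98.5% of the reads of a library. Standard errors of log2 fold changes were derived from the F statistic. The ASVs named are the 2 past the threshold in each direction with the highest mean relative abundance. Alternatives used DESeq2 1.42.0 with poscounts size factors, limma 3.58.1 on centred log ratios with a pseudocount of 0.5, and exact rank-sum tests. Distances and exact tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Correlations over 12 libraries used 100000 permutations and those over 6 libraries were exact.

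The steps were tested on simulated data. In counts drawn for the 602 ASVs with their own means, dispersions and library sizes, 200 ASVs were changed. Of ASVs changed by 4, 16 and 64 times, 8.96%, 35.8% and 57.6% were called, each in the right direction. Of 82 calls 14 were ASVs that had not been changed (17.1%), more than the threshold of 0.05 names. With no ASV changed, edgeR called 0 of 602. The exact permutation test of means gave p under 0.05 in 0.056 of 500 null sets of values.

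Total reads in ASVs were 44054 to 61008 per library. The smallest Bray-Curtis distance between 2 libraries was 0.217, against at most 0.0610 between 2 random draws from 1 library, so no library was taken for a copy of another. Thinning used 100 draws, and 100 splits of the mice, the real one included, were used for the count of ASVs. The main tests, the alternatives other than those named next and the rule for named ASVs were set before the data were examined, except that the library sizes in edgeR had been left open and were taken over all ASVs afterwards. Taking them over the 602 kept ASVs, leaving out the most abundant ASV, adjusting for the Q30 share and leaving out the 2 libraries of lowest Q30 share were alternatives also added afterwards.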

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

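The permutation of deviations in richness, the relation of base quality to the most abundant ASV, the distances without that ASV and the leaving out of single libraries from the ratio of spreads were chosen only after the results were seen. Eriocitrin replicate 1 stood apart from the other eriocitrin mice in both higher ASVs that are named. ASV eb2d3d6cf2ce45924ad25c5d26970974 held 15.5% of its reads, against at most 5.02% in the other 5, and ASV 37c666af5c0de770f151f995cd46dacf held 1.09%, against at most 0.303%. Its gap to the next mouse was 0.754 and 0.761 of the range of the group. Of 40 groups of values looked at, 2 held such a mouse, and about 1 in 20, or 2, would by chance if the groups were independent. Both were the same mouse, in ASVs chosen by the test, so that count cannot tell whether chance explains them.

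GC content, which the paper does not report, was lower in the eriocitrin group, with a difference of -0.997 percentage points. Of the 6 control mice, 5 had a higher GC content than every eriocitrin mouse (exact permutation test, p = 0.00866). Adjusted over 6 measures of the libraries, this p was 0.0519.

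Richness varied more between control mice than between eriocitrin mice, with an SD of observed ASVs of 232 against 87.6, and the absolute deviations from the group medians differed by more than chance assignment gives (exact permutation test, p = 0.0108). The SD of the Q30 share was also larger in the control group, 2.21 against 0.843 percentage points. With the line of richness on the Q30 share taken out, the control SD was 2.06 times the eriocitrin SD. That meets the ratio of 2 named as evidence against base quality. The bound of 2 was written before the ratio was computed, but after richness per mouse and its relation to Q30 had been seen. The ratio did not pass the bound by more than its spread, since leaving out single libraries moved the ratio between 1.58 and 3.07. Base quality and the treatment therefore cannot be told apart as explanations with 6 mice per group, and an effect of cages was not tested.

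Observed ASVs followed the Q30 share over the 12 libraries (Pearson's r = 0.826, permutation p = 0.00091, adjusted p = 0.00682 over 15 relations; Spearman's rho = 0.853, permutation p = 0.00097, adjusted p = 0.00727), and r was 0.873 without the 2 libraries farthest from the median Q30. Within the groups r was 0.810 in eriocitrin mice (exact permutation p = 0.0736) and 0.888 in control mice (exact permutation p = 0.0583), with rho = 0.6 (exact permutation p = 0.242) in each, and without the 2 farthest libraries r was -0.283 in eriocitrin mice, where the relation rests on those libraries, and 0.859 in control mice. A loss of rare reads at low quality would leave ASVs of at least 0.1% of reads in place, and their number had rho = 0.573 with Q30 (permutation p = 0.0553; r = 0.578, permutation p = 0.0515), rho = 0.685 and r = 0.716 without the 2 farthest libraries, and r = 0.317 in eriocitrin mice (-0.824 without the 2 farthest) and 0.782 in control mice (0.896 without them), which leaves this explanation open. A candidate explanation in the other direction is that a library dominated by 1 sequence is read at lower quality, and the share of the most abundant ASV had rho = -0.755 with Q30 (permutation p = 0.00608, adjusted p = 0.0289; Pearson's r = -0.709, permutation p = 0.011, adjusted p = 0.0414, and -0.860 without the 2 farthest libraries). Within the groups this was weaker evidence, with r = -0.628 (exact permutation p = 0.178) and rho = -0.657 (exact permutation p = 0.175) in eriocitrin mice, where r was 0.529 without the 2 farthest libraries and so rests on them, and r = -0.765 (exact permutation p = 0.121) and rho = -0.6 (exact permutation p = 0.242) in control mice, where r was -0.935 without them, so this stays a hypothesis and true differences in richness between the mice stay open.

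By the ranks of distances the groups separated further once the most abundant ASV was left out, with ANOSIM R at 0.637 against 0.378 with it, while PERMANOVA R2 was 0.247 against 0.228. A wider spread of the control group alone would keep the mean distance between groups at or below that among control mice, but it was above it by 0.0681, and by 0.0497 to 0.100 with each library left out in turn. Rare ASVs seen in few libraries are not needed for the separation either, since the 67 other ASVs found in all 12 libraries gave R = 0.563 (exact p = 0.00216). A difference due to the treatment is a hypothesis that stays open, along with effects of cage or batch that were not tested.

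For the number of ASVs changed between the groups, other splits were run only with edgeR as first set and all 12 mice. In that setting a count of this size was rare under other splits, though 100 splits cannot show a share under 1 in 100. The real split of the mice called 44 ASVs, and 1 of 100 splits, the real one included, called as many. The highest count among the other 99 was 13, and 93 of them called 0. Without any one of 10 of the mice the real split called 1 to 13 ASVs, no more than that highest count. It called 0 in exact rank-sum tests, whose p cannot be under 0.00216. It also called 0 with ASVs found in at least 6 mice, a filter that leaves most of the 44 untested. The 4 named ASVs were tested under that filter and did not pass. Chance was not tested by splits in those settings and is not excluded there.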

How the results depend on the processing

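Adjusting for the Q30 share, taking edgeR's library sizes over the kept ASVs, leaving out the 2 libraries of lowest Q30 share and leaving out the most abundant ASV were chosen after seeing the data. The differences in all 4 alpha diversity indices kept their sign and did not pass the threshold under any alternative that was run, and neither did library depth with the rank-sum test. Observed ASVs differed by -142 to -35.8 with each library left out, Chao1 by -144 to -36.8, Simpson by -0.0416 to -0.00519 and Shannon by -0.936 to -0.394; leaving out the 2 libraries of lowest Q30 share, both of control mice, gave -199 observed ASVs (exact permutation p = 0.0905), and adjusting for the Q30 share gave -112 observed ASVs and -114 by Chao1 (exact permutation p = 0.0671 and 0.0628, the lowest of any alternative for these indices). ANOSIM R stayed past its threshold at 0.277 to 0.528 with each library left out and at 0.378 to 0.691 otherwise, and PERMANOVA R2 at 0.213 to 0.265 and 0.128 to 0.269. The count of ASVs changed was less stable. Against 44 (14 higher, 30 lower), it was 25 with TMM, 16 with limma on centred log ratios, 22 with no filter (15 higher, 7 lower), 0 in exact rank-sum tests (78 at an unadjusted p under 0.05), 0 in edgeR with ASVs found in at least 6 libraries (33 at an unadjusted p under 0.05) and 4 with Q30 as a covariate (146 at an unadjusted p under 0.05, against 123 without it), while 36 were called without the 2 libraries of lowest Q30 share, DESeq2 called 42, of which 37 were among the 44, and library sizes over the kept ASVs gave the same 44. With Q30 as a covariate the 4 named ASVs, the higher before the lower and the more abundant first, had log2 fold changes of 2.38, 4.41, -2.05 and -2.36 (standard errors 0.58, 1.30, 0.59 and 0.71), against 2.36, 4.17, -2.06 and -2.37 (0.57, 1.30, 0.59 and 0.71), and 3 of them lost the call, so the folds hardly moved where calls ended. With each library left out it was 1 to 82, being at most 13 except without control replicates 5 (72) and 6 (82); the cause was not tested. None of the 44 calls reversed, but 11 higher and 27 lower ASVs, unseen in 1 group, hardly could. The 4 named ASVs kept their sign. ASVs in eriocitrin mice only fell to 82 and in control mice only to 183 among those found in at least 2 libraries, since ASVs of 1 library then drop out. The sources used here give no pairing of same-numbered mice of the groups. Their deviations correlated at -0.0342 to 0.151, and 6 of 12 libraries correlated best with their own number, both mice of replicates 2, 4 and 6. That is more than the 1 in 6 that chance would give. It was not tested, so a pairing of the mice stays open. With the replicate block, edgeR called 12 ASVs, 7 of them among the 44, ANOSIM R had p = 0.0312 (exact, the smallest possible over 32 paired splits), and the difference of -101 observed ASVs had an exact sign-flip p of 0.406. Not run for want of taxonomy were Bray-Curtis distances on genera and all alternatives for genera, phyla, named taxa and lists of taxa. Depth limits shares below 0.00681%, and an ASV unseen in a library can lie under that. Where a 0 stands for 1 read, this limit is higher.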

Differences from the paper's values

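With the tests as first set, no value set beside the paper's differed from it by more than the spread between mice and by over 1.5 times. For the alpha diversity indices these are the authors' own values for the same mice, so their closeness is no independent check. ANOSIM R has no such spread and was judged by the ratio alone. For observed ASVs, the paper's Table S4 gives 500 ± 87.9 (SD) for eriocitrin and 602.67 ± 231.81 (SD) for control mice, where the deposited values per mouse average 502 and 603. The paper's ANOSIM R, about 0.42 in Fig. 3A, read by eye, is on weighted UniFrac distances, and the R of 0.378 set beside it is on Bray-Curtis distances. Of the alternatives set before the data were examined, R was over 1.5 times apart from the paper's with Aitchison distances (0.691) and without eriocitrin replicate 1 (0.277), and not in the others. The paper's values for phyla, genera and species were not analysed here.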

Other observations

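More ASVs were found in 1 group only than in any of 99 other splits of the 12 mice into groups of 6. After thinning their number was 2378, and over the other splits the median was 2277 and the highest was 2340. Most of these were found in 1 mouse, and such ASVs lie in 1 group only under every split. Among ASVs found in at least 2 mice, 82 were in eriocitrin mice only and 183 in control mice only, and this balance was not tested.

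At an unadjusted p under 0.05 from edgeR, 123 of the 602 ASVs differed, 39 higher and 84 lower in the eriocitrin group. With no filter the balance went the other way, with 745 of the 3038 ASVs higher and 414 lower at that threshold. That balance says little about the groups. Since 2124 of the 3038 ASVs were found in 1 mouse only, part of these 1159 must rest on a single mouse, which cannot show a difference between groups. The share of tags kept as ASVs followed the Q30 share over the 12 libraries (Pearson's r = 0.882, permutation p = 1e-04; Spearman's rho = 0.923, permutation p = 4e-05, adjusted p = 0.0006 over 15 relations), and r was 0.727 without the 2 libraries farthest from the median Q30. Within the groups r was 0.824 (exact permutation p = 0.0444) and rho 0.886 (exact permutation p = 0.0333) for eriocitrin mice, neither under 0.05 when adjusted over the 15 relations (0.109 and 0.0833), and r was 0.927 (exact permutation p = 0.00556) and rho 0.943 (exact permutation p = 0.0167) for control mice (adjusted p 0.0278 and 0.05).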
